# ^125^I Seed Promotes Apoptosis in Non-small Lung Cancer Cells *via* the p38 MAPK-MDM2-p53 Signaling Pathway

**DOI:** 10.3389/fonc.2021.582511

**Published:** 2021-04-21

**Authors:** Tao Zhang, ZhiQiang Mo, Guangfeng Duan, Rijie Tang, Fujun Zhang, Mingjian Lu

**Keywords:** ^125^I seed, non-small cell lung cancer, p38, p53, MDM2

## Abstract

**Purpose:** ^125^I seeds were effective in the treatment of non-small cell lung cancer in previous research. However, the exact signaling pathway-mediated apoptosis mechanism is still unclear. The present study analyzed the effects and potential mechanisms of ^125^I seed on the growth and migration of A549 cells.

**Methods:** Lung cancer A549 cells were irradiated with ^125^I seed for various times. MTT, invasion assay, and flow cytometry were used to detect the proliferation, invasion, and apoptosis of treated cells, respectively. A Nimblegen genome-wide expression profile chip was used to evaluate gene expression changes in ^125^I seed-treated A549 cells. Validation studies were performed using phosphorylated protein chip technology, Western blot, nude mouse tumor xenograft assay, and immunohistochemical experiments. All statistical analyses were performed using unpaired Student's *t* tests and Kruskal-Wallis test.

**Results:** Irradiation with ^125^I seed inhibited A549 cell proliferation and invasion and induced apoptosis (primarily early apoptosis). Irradiation with ^125^I seed also caused the downregulation of p38MAPK, degradation of mouse double-minute 2 homolog (MDM2), and higher expression of p53, which eventually resulted in non-small cell lung cancer cell apoptosis.

**Conclusion:** ^125^I seed irradiation activated the p38MAPK/MDM2/p53 signaling pathway and promoted non-small cell lung cancer cell apoptosis. Future clinical studies targeting this signal may provide a new potential therapeutic approach for non-small cell lung cancer.

## Introduction

^125^I seed implantation is a low-dose-rate brachytherapy, and it was successfully used in prostate cancer with few complications (1). Recent studies confirmed that ^125^I seed brachytherapy obtained favorable local control efficacy in other solid tumors, such as lung cancer, liver cancer, metastatic malignant melanoma, and pancreatic cancer (2–6). A total of 1.3–1.5 million people are diagnosed with lung cancer annually worldwide, and non-small cell lung cancer (NSCLC) accounts for 80% (7, 8). Most NSCLC is stage IIIB–IV at the time of initial diagnosis in China. Chemotherapy remains the mainstay of treatment for advanced stage IIIB–IV NSCLC (9). Combined therapy, such as chemoradiotherapy, is preferred for patients with good performance status, and it achieves additive or synergistic therapeutic effects. Combined treatment increases the occurrence and severity of adverse events, such as bone marrow suppression, gastrointestinal reactions, radioactive pneumonia, and radioactive esophagitis (10). These side effects reduce the life quality and treatment compliance of patients. When external irradiation was performed in NSCLC, an intensive dose is often needed to achieve better local control, which may increase the damage to normal organs and tissues around the tumor.

Chemotherapy combined with ^125^I seed implantation in locally advanced lung cancer improved localized control in patients compared with chemotherapy alone (11). Notably, this strategy did not significantly increase the complications or toxicity of combined therapy, and it improved the patients' quality of life. Previous studies revealed the potential antitumor mechanisms of ^125^I seed brachytherapy, including cell cycle arrest, inhibition of proliferation, induction of cell apoptosis, effects on cell signal transduction, and inhibition of tumor angiogenesis (12, 13). However, due to the inherent complexity of the molecular mechanism in tumor therapy, numerous problems are worth further investigation.

The present study examined the effects and underlying molecular mechanisms of ^125^I seed on NSCLC cells. To the best of our knowledge, this is the first study to use a Nimblegen genome-wide expression profile chip to evaluate gene expression changes in ^125^I seed-treated A549 cells.

## Materials and Methods

### Cell Culture

The cell line A549 was from State Key Laboratory of Oncology in Southern China, Sun Yat-sen University, Guangzhou, P. R. China. The A549 human lung carcinoma cell line was cultured in DMEM supplemented with heat-inactivated fetal calf serum (Gibco, Shanghai, China), penicillin (100 U/ml), and streptomycin (100 mg/ml) in 5% CO_2_ at 37°C.

### Chemicals and Antibodies

A Cell Proliferation Kit I (MTT) was purchased from Roche Diagnostics GmbH (Mannheim, Germany). The antibodies used were anti-p38MAPK (14451, Cell Signal Technology, USA), antiphosphorylated p38MAPK (4511, Cell Signal Technology, USA), anti-MDM2 (86934, Cell Signal Technology, USA), antiphosphorylated MDM2 (3521, Cell Signal Technology, USA), anti-p53 (2527, Cell Signal Technology, USA), antiphosphorylated p53 (82530, Cell Signal Technology, USA), antiphosphorylated ATM (13050, Cell Signal Technology, USA), anti-ATM (2873, Cell Signal Technology, USA), antiphosphorylated H2AX (9718, Cell Signal Technology, USA), anti-H2AX (7631, Cell Signal Technology, USA), cleaved-caspase3 (9664, Cell Signal Technology, USA), and caspase3 (14220, Cell Signal Technology, USA). SB203580 and NSC207895 were purchased from Selleckchem (Houston, USA). β-Actin antisense oligonucleotides were purchased from Invitrogen (New York, USA). Human CGH4x72K Whole-Genome Tiling Array was purchase from Roche-NimbleGen (New York, USA). Proteome Profiler Human Phospho-MAPK Array Kit was purchased from R&D (Minneapolis, USA). Fluorescein isothiocyanate 4,6-diamidino-2-phenylindole (DAPI), diaminobenzidine (DAB) detection, and secondary antibody conjugated with horseradish peroxidase (HRP) were obtained from Zsbio (Beijing, China).

### ^125^I Seed and ^125^I Seed Irradiation Model

^125^I seeds (6711/BT-^125^I) were manufactured by Beijing Atom and High Technology Industries, Inc. (Beijing, China). The radiation activity of each seed was 0.63–0.81 mCi. Each seed was examined for sealing and activity before use. The dose distribution of ^125^I seeds in experiments was calculated using the treatment planning system (TPS) and proven homogeneous distribution. A 96-well plate transwell installation system was used to investigate the effects of ^125^I seeds on cell proliferation. For the investigation of cell motility, a 24-well plate transwell installation was used. For Western blot assays, a six-well plate transwell installation system was used to obtain sufficient protein. The irradiation distance of the cells was ~3 mm (14).

### MTT Assay

A549 cells were seeded in a 96-well plate at a density of 5,000 cells per well and incubated until cell attachment. Six plates were irradiated by ^125^I seed for 12, 24, 36, 48, 72, or 96 h. A control plate was cultured for the same time without irradiation. A 0.5% MTT solution (20 μl) was added to each well and incubated at 37°C for 6 h. DMSO (200 μl) was added to each well to dissolve the formazan product. After shaking for 30 min, the absorbance was measured at 570 nm using a multiwell plate reader.

### Flow Cytometric Analysis

Cell apoptosis was evaluated using flow cytometry. For the ^125^I seed irradiation group, A549 cells were seeded in a six-well plate and irradiated with seven ^125^I seeds for 24, 48, and 72 h. Cells were trypsinized, centrifuged at 1,200 rpm for 5 min, and washed twice in cold PBS sequentially before being resuspended in 0.4 ml binding buffer. Cells were incubated in the dark for 15 min after 5 μl Annexin V-FITC was added in suspension. Cells were incubated for another 10 min after the addition of propidium iodide (10 μl) in suspension. The samples were analyzed using a flow cytometer (Beckman Coulter, Brea, USA).

### Transwell Assay

Cell migration assays were performed in 24-well plates using the transwell system (Corning, NY, USA), which allows cells to migrate through a polycarbonate membrane with an 8-μm pore. Two ^125^I seeds were placed in the bottom of the well, and A549 cells were seeded on the chamber. ATP (100 μM) was included or omitted in the medium in the upper and lower compartments of the chambers. The plates were incubated at 37°C for the indicated time periods. The membranes were washed with PBS, followed by cell fixation in cold methanol for 15 min. The cells were stained with crystal violet. Cells above the membrane were gently removed using a cotton swab. Cells beneath the membrane were counted in five microscopic fields. Each experiment was performed using three transwell chambers and repeated three times.

### Western Blot Analysis

A549 cells were irradiated with ^125^I seed for 72 h before harvesting and lysing for protein extraction. The protein concentration was determined using the Bio-Rad protein assay kit (Bio-Rad, Shanghai, China). Lysates were separated using electrophoresis and transferred to PVDF membranes. The membranes were blocked in 5% non-fat dry milk dissolved in 0.1% Tween 20 Tris-buffered saline (TBST) at room temperature for 1 h and incubated with primary antibodies (dilution ratio, 1:1,000) at 4°C overnight. After three washes with TBST, membranes were incubated with a horseradish peroxidase-conjugated antirabbit IgG secondary antibody (dilution ratio, 1:2,000) for 2 h at room temperature. The blots were visualized using an enhanced chemiluminescence detection system (Millipore, Billerica, USA). Beta-actin was used as a loading control. ImageJ was used to analyze the band density of Western blot strips.

### Gene Data Expression Analysis

RNA was isolated from A549 cells after irradiation with ^125^I seeds for 72 h using TRIzol reagent and purified using a PureLink™ RNA Mini Kit (Ambion, USA). RNA was quantified using spectrophotometry, and the measurement of the absorbance values at 260 and 280 nm, and the 260/280 nm ratio was used to estimate the level of protein contamination. The 260/280 nm ratios of the samples ranged from 1.8 to 2.0. The extracted total RNA from A549 cells was used for cDNA synthesis. The labeled cDNA was purified and hybridized to the microarray, and the arrays were washed and stained following the manufacturer's instructions. Global gene expression was analyzed using a Human CGH 4 × 72K Whole-Genome Tiling Array (Roche-NimbleGen, USA), and microarray experiments were performed by KangChen Biotech (KangChen, Shanghai, China). Data were obtained using the Agilent Feature Extraction software. GO analysis and pathway analysis were performed on this subset of genes. The functions of extracted genes were sorted based on the analytical program Database for Annotation Visualization and Integrated Discovery.

### Human Phospho-MAPK Array

A549 cells were collected after irradiation with 125I seeds for 72 h and lysed in cell lysis buffer (200 μl). Array Buffer 1 (Proteome Profiler Human Phospho-MAPK Array Kit, R&D, USA) was used to dilute the sample to 1.5 ml. Each film used 2 ml of Array Buffer 5 for closed processing, and films were incubated for 1 h on a shaker. The sample was dissolved in 20 μl of a detection antibody complex, blended, and incubated for 1 h at room temperature. Prepared samples were combined, sealed for fluid absorption, and incubated 12 to 14 h at 4°C. The membrane was washed with 20 ml of 1 × wash buffer three times for 10 min each. A streptavidin–HRP solution was prepared and diluted in Array Buffer 5. Each film required 2 ml of corresponding diluent and was incubated 0.5 h at room temperature. The membrane was washed with 20 ml of 1 × wash buffer three times, for 10 min each. Membranes were incubated in 1 ml of chemical chromogenic reagent, and the air bubbles were minimized as much as possible during the 1-min incubation. Residual chromogenic reagent was absorbed, and the chromogenic reaction was performed in a darkroom cassette for 10 min.

### A549 Cell Tumor Mouse Model

Thirty female BALB/C nude mice (Inbred Mice, Medical Experimental Animal Center of Guangdong Province, SPF) at 4 weeks old were used for the *in vivo* study. A549 cells were injected (0.2 ml per mouse, concentration of 1 × 10^7^/ml) on the medial side of the thigh. After ~2 weeks, the tumor diameter was ~1 cm. Nude mice with similar tumor sizes were selected for subsequent study, and mice without tumors or tumors that were too small (<0.5 cm, *n* = 4) or too large (more than 1.5 cm, *n* = 5) were eliminated. Tumors with a diameter <0.5 cm were not conducive to implantation of ^125^I seed, and the tumor burden was too large for nude mice with tumor diameters >1.5 cm. Twenty-one nude mice were selected and randomly divided into three groups: seed group A, control group B (0.8 mCi ^125^I seed), and non-activity seed group C (^125^I seed with zero activity). Each mouse in groups B and C were implanted with only one ^125^I seed. An 18-gauge needle was gradually inserted into the tumor, and a turntable implantation gun was used to implant the seed into the tumor. Over the next 10 days, we determined the tumor volumes. The length (*a*, cm) and width (*b*, cm) of each tumor were measured using a Vernier caliper every 2 days, and tumor volumes were calculated according to the following formula *V* = (*a* × *b*^2^)/2. All mice were euthanatized using carbon dioxide. (The nude mice had no heartbeat or breathing). Tumors were extracted and placed in 10% formalin waiting for pathological examination. The Sun Yat-sen University Ethics Committees approved this study, which abided ethical guidelines.

### Immunohistochemical Analysis

Briefly, paraffin-fixed tumor tissue was sliced, and the sections were deparaffinized and hydrated. Citrate buffer (0.1 M, pH 6.0) was heated to boiling in a microwave oven, and the sections were placed in the buffer for 10 min for antigen retrieval. PBS was used to wash the residual liquid twice, and the slices were blocked with 1% bovine serum albumin for 10 min. The sections were incubated with rabbit antihuman p-p38, p-p53, and p-MDM2 (Cell Signaling Technology, USA) antibodies (1:100) overnight at 48°C and incubated with goat antirabbit Envision for 30 min at room temperature. Negative controls were treated with PBS rather than rabbit antihuman antibodies under the same conditions. The chromogenic substrate 3,30-diaminobenzidine tetrachloride (DAB; Dako, Copenhagen, Denmark) was added for 30 s. Image Pro Plus 6.0 (Media Cybernetics, Rockville, MD) was used to calculate the optical density of p-p38, p-p53, and p-MDM2.

### Statistical Analysis

All statistical analyses were performed using SPSS 20.0 (SPSS Inc., Chicago, IL). Differences in mean values between two groups were analyzed using unpaired *t* tests, and the means of more than two groups were compared using the Kruskal-Wallis test. Dunnett's multiple comparison test was used for *post hoc* testing. *P* < 0.05 was considered statistically significant.

## Results

### Effects of ^125^I Seed Brachytherapy on the Proliferation and Migration of A549 Cells

We first examined A549 cell proliferation after ^125^I seed irradiation for various periods of time. MTT assays showed that the proliferation of A549 cells declined after 24 h of irradiation (Figure 1A). The cell proliferation rate gradually declined with the increase in irradiation time. A549 cell proliferation was reduced by 50% at 72 h. Transwell chamber migration experiments showed that the migration ability of A549 cells gradually decreased with increasing irradiation time of the ^125^I seed (Figure 1B). A slight decrease in cell migration ability was observed in ^125^I seed-irradiated cells at 24 h compared with controls (102.8 ± 11.8 vs. 120.3 ± 12.3 cells, respectively), and this trend remained at 48 h (234.4 ± 14.6 vs. 138.6 ± 17.5 cells) and 72 h (418.3 ± 20.6 vs. 221.5 ± 18.6 cells) (*P* < 0.05).

**Figure 1:**
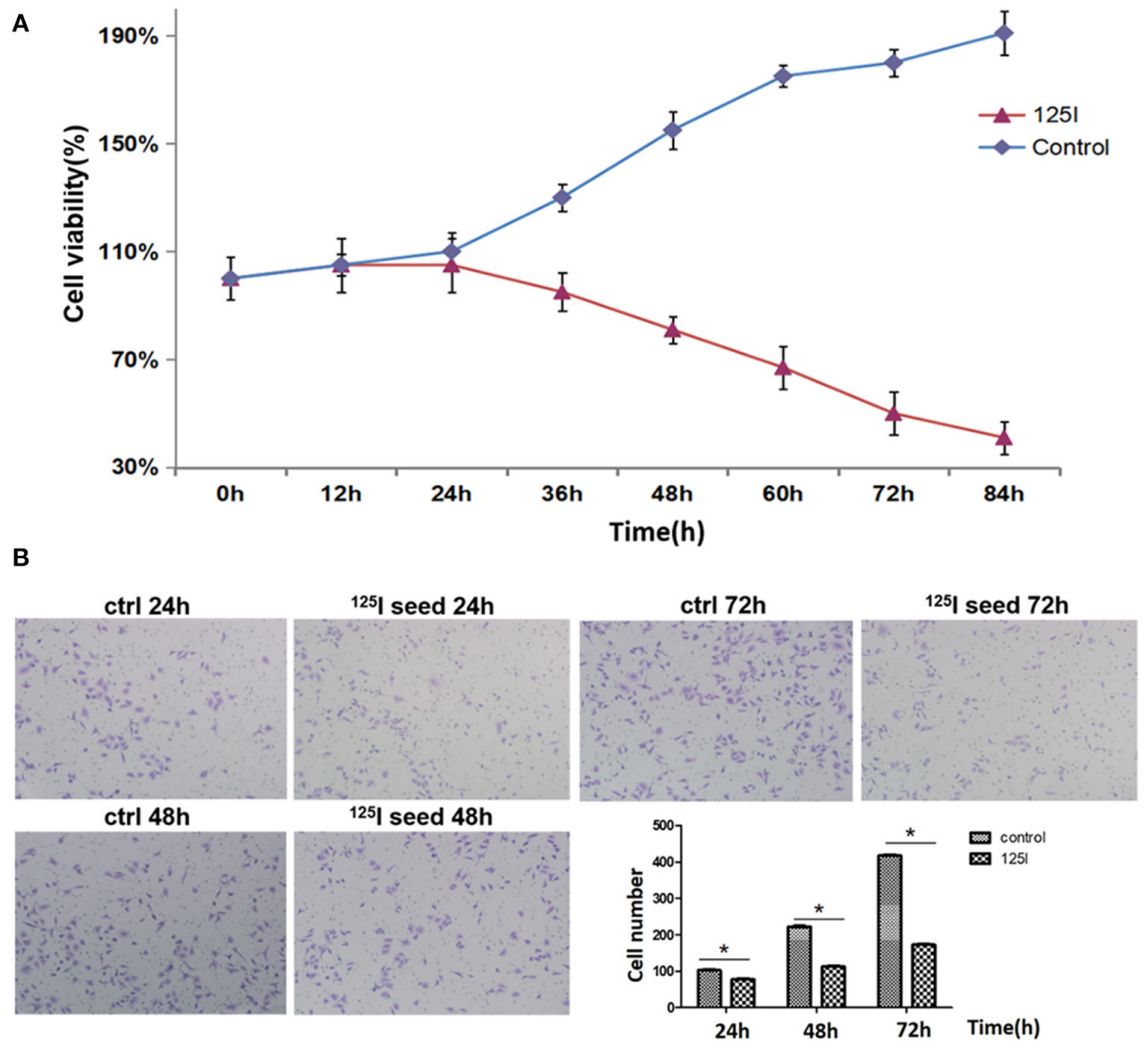
**(A)** MTT analysis indicates that ^125^I seed treatment gradually suppresses the proliferation of A549 cells. These data are representative of three independent experiments. **(B)** The transwell assay showed that the ^125^I seeds gradually inhibited the migration of A549 cells over time. These data represent the means ± SD of three independent experiments. The differences between the control and treated groups were statistically significant (^*^P < 0.05).

### Effects of ^125^I Seed Brachytherapy on the Apoptosis of A549 Cells

A549 cells were exposed to 0.8 mCi activity of type 6711 ^125^I seed with an initial dose rate of ~0.96 cGy/h for 24, 48, and 72 h, and the irradiation doses were 1.61, 3.22, and 4.84 Gy, respectively. A gradual increase in the apoptosis ratio (early + late) was observed in the irradiation group compared with the control group in a dose- and time-dependent manner (Figure 2A1–3). Notably, a significant increase in early apoptosis was observed in the ^125^I seed irradiation group at 24, 48, and 72 h (12.2% ± 1.16, 20.16% ± 1.78, and 30.77% ± 1.21, respectively, compared with 4.82% ± 1.06, 4.97% ± 1.52, and 5.24% ± 1.33 in the control group) (*P* < 0.05).

**Figure 2:**
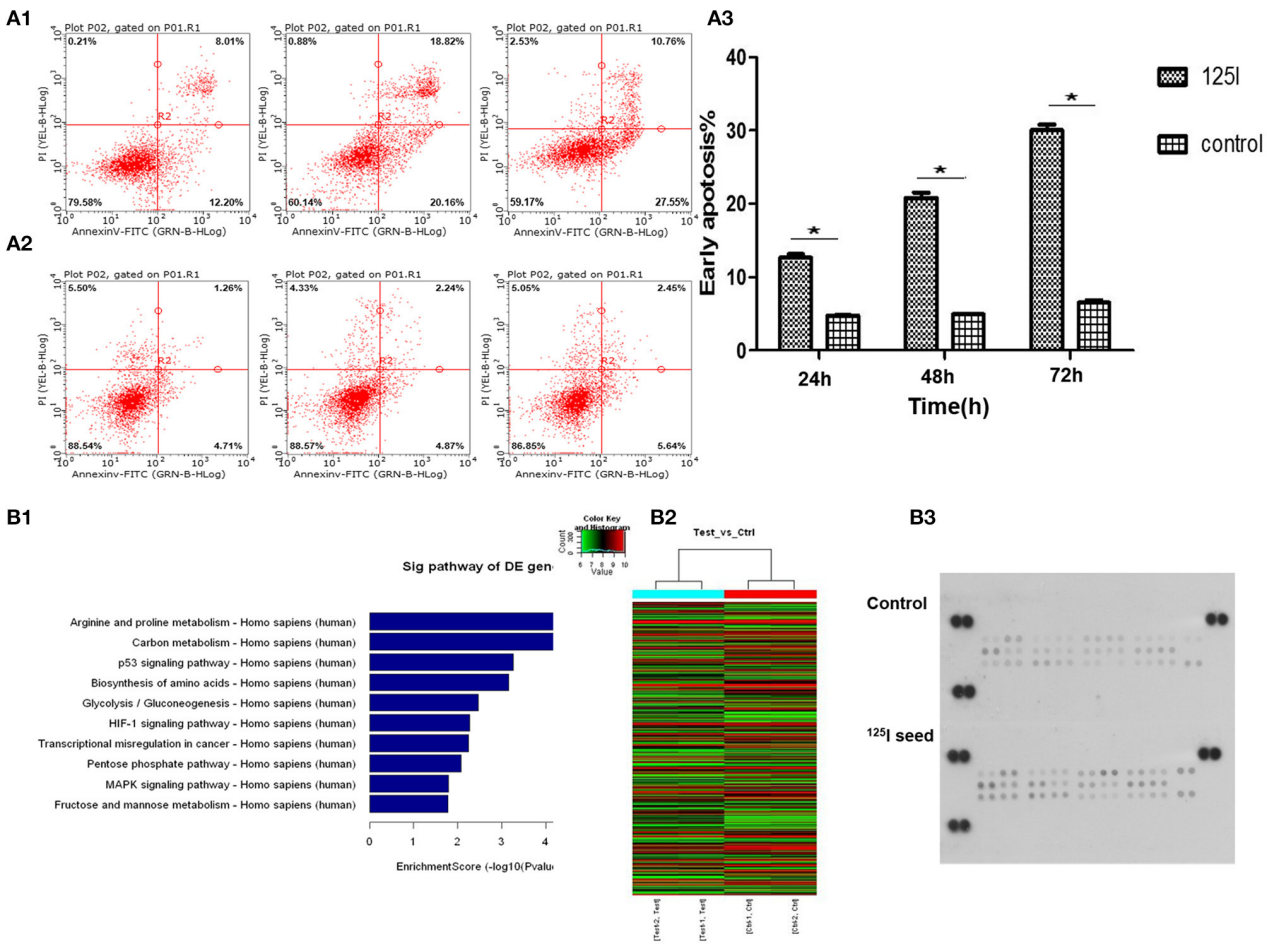
Flow cytometric analysis indicates that the treatment of ^125^I seed for different times induces early apoptosis in A549 cells. **(A1)** With the increase in irradiation time, the early apoptosis in the ^125^I seed group increased gradually. **(A2)** The early apoptosis of control group cells had no obvious change. **(A3)** These data represent the means ± SD of three independent experiments. The difference between control and treated groups is statistically significant (*P < 0.05). The gene chip screened out 10 significant signal pathways **(B1)**. The results of the heat map of gene detection **(B2)**. Human phospho-MAPK array shows that ^125^I seed activated (phosphorylated) MAPK family members Erk1/2, JNK (1–3), and p38 (α/β/δ/γ), and the Akt, GSK-3, p70 S6 kinase, TOR, p53, and CREB **(B3)**.

**Figure 3:**
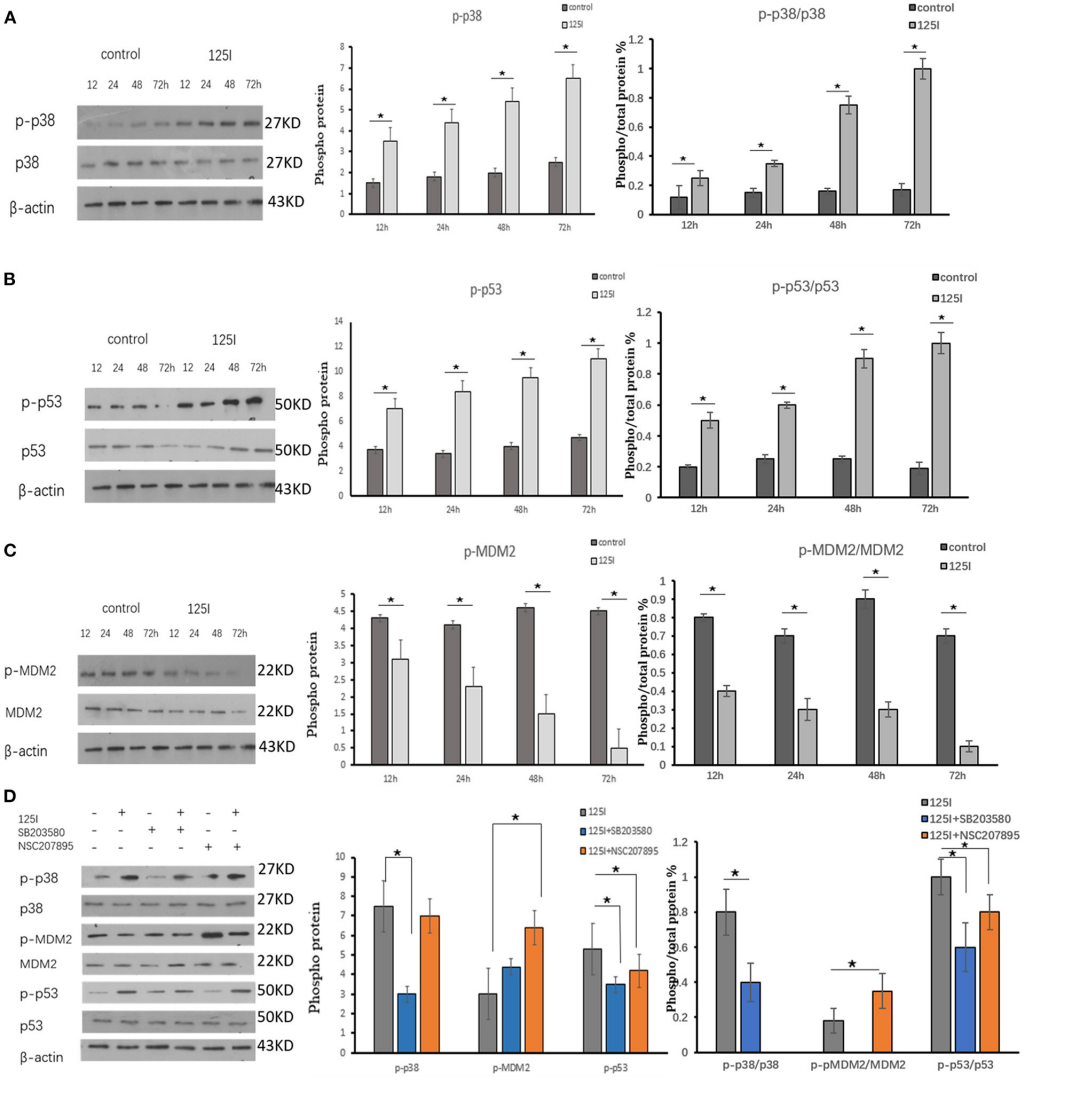
**(A–C)** A549 cells were irradiated in six-well plates for 12, 24, 48, and 72 h. Compared with the control group, the intracellular phosphorylation levels of p38 and p53 increased gradually over time in the ^125^I seed group, and MDM2 was reduced over time. P38, p53, and MDM2 total protein expression was not different between the two groups. The ratio of phosphorylated p38 and p53 protein to total protein increased over time, and it decreased MDM2. The data are presented as the means ± SD. **(D)** The expression of p-p38, p-pMDM2, and p-p53 and their total proteins were analyzed using Western blot analysis. After irradiation by ^125^I seed, p-p38 and p-p53 expression levels increased and p-MDM2 expression level decreased. The p38 inhibitor (SB203580) suppressed the expression level of p-p38, increased the expression levels of p-MDM2, and decreased the expression levels of p-p53. The level of p38, MDM2, and p53 showed no obvious changes. The data are represented as the means ± SD of three independent experiments. There was statistical significance between the control and treated groups, *P < 0.05.

### Gene Chip Screening Selected the MAPK Signaling Pathway and p53 Signaling Pathway

We performed gene array analysis in A549 cells with/without ^125^I seed irradiation. 

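RNA of A549 cells, an established human lung cancer cell line, was measured on 4 NimbleGen whole genome expression microarrays labelled with the dye Cy3. Of these arrays, 2 came from cells exposed for 72 h to 125I seeds, with 7 seeds per well, and 2 from control cells. The methods name a comparative genomic hybridization tiling array, whereas the deposited tables hold expression targets. A target is a transcript sequence covered by a set of probes, and 1 gene can have several. The tables give a normalized intensity on a linear scale for 34290 targets, after the authors' background correction, normalization between arrays and summary over probes, for which the processing notes of the submitters name RMA. Every target reached the authors' lower cut-off of 100 on at least 1 array, and 11.5% to 12.0% of the targets lay below it on a given array. Median intensity was 481 and 452 on irradiated arrays 1 and 2, and 494 and 485 on control arrays 1 and 2. Across targets, which are not independent replicates, the log2 intensities had a Pearson r of 0.961 between the irradiated arrays, 0.964 between the control arrays and 0.939 to 0.960 between arrays of different groups. The intensities were compared on the log2 scale with limma (version 3.58.1), with Benjamini-Hochberg adjustment over all targets. Nothing in the sources used here says whether the arrays of a group came from separate cultures, so the p-values measure only the spread between these arrays, which can be technical. With 2 arrays against 2, an exact permutation test gives no p below 0.333. The number of arrays limits the precision.

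The tables deposited with each sample name the groups as the paper's Supplementary Table 2 does. In the value table of the whole series, the columns of the irradiated samples hold the values that those tables give for the control arrays, and the reverse, for 34290 of 34290 targets at a relative tolerance of 1e-06. The names in the tables of the samples were followed, so irradiated and control arrays are the arrays so labelled there. Under the labels of the series value table, every direction turns.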

The exposure time was 72 h for irradiated cells. 

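DDIT3 encodes CHOP, a transcription factor of the response to amino acid shortage and stress of the endoplasmic reticulum. Its normalized intensity (target NM_004083) was 391 ± 81.9 (SD, 2 arrays) on the irradiated arrays and 1922 ± 45.6 (SD, 2 arrays) on the control arrays. The log2 fold change, irradiated minus control, was −2.31 (standard error 0.23). TRIM29, which encodes a tripartite motif protein, had the opposite direction. Its target NM_058193, not the brightest of the gene, had 5379 ± 552 on the irradiated and 912 ± 91.9 on the control arrays. The log2 fold change of this target was 2.56 (standard error 0.20). At an adjusted p under 0.05 from limma, 0 targets were called, with a lowest adjusted p of 0.293. At an unadjusted p under 0.05 from limma there were 4843 targets, 1924 higher and 2919 lower on the irradiated arrays. With each array centred on its median, 2578 were higher and 2345 lower, and after cyclic loess 2456 were higher and 2462 lower. Both DDIT3 and TRIM29 were called when limma's variance followed the intensity, at adjusted p = 0.0012 and adjusted p = 0.00019. That fit called 679 targets, of which 257 were higher and 422 lower.

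The heading of Supplementary Table 2 gives the study's thresholds as a fold of at least 2 and an unadjusted p under 0.05. At these thresholds the test named in the methods gave 632 targets with 565 distinct gene names. Of the targets, 261 were higher (41.3%) and 371 lower on the irradiated arrays, and 0 passed a Benjamini-Hochberg adjustment of that test (lowest adjusted p 0.165). By limma at the study's thresholds, 739 targets were higher and 856 lower. The balance of the directions changed with the scaling between arrays. By limma it also turned when irradiated replicate 1 or irradiated replicate 2 was left out. With each array centred on its median, 343 targets were higher (54.0%) and 292 lower, and after cyclic loess 312 were higher (49.6%) and 317 lower. The values of the groups did not overlap for 16961 of 34290 targets (49.5%), where chance gives 33.3%.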

Nimblegen whole genome expression microarray analysis detected 33 differentially activated signal pathways and 622 differentially expressed genes in irradiation cells compared with the control cells. Gene Ontology (GO) and pathway analysis were performed on the identified genes, and the MAPK pathway, p53 pathway (upregulated), and MDM2 gene (downregulated) were screened using our abundance of integral (enrichment score) for further study (Figure 2B1). 

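MDM2 encodes the ubiquitin ligase that marks p53 for degradation, and 10 targets measured it. The brightest, AF092844, lies on the plus strand of chromosome 12 from 67488510 to 67519914, in the coordinates of the files, for which the sources used here give no genome build. Its normalized intensity was 357 and 275 on irradiated arrays 1 and 2, with a mean of 316 ± 58.0 (SD, n = 2). On control arrays 1 and 2 it was 372 and 237, with a mean of 305 ± 95.8 (SD, n = 2). The log2 fold change was 0.08 (standard error 0.31, adjusted p = 0.924 from limma), within the spread between the arrays of a group. It turned to −0.11 without irradiated replicate 1 and to −0.25 without control replicate 2. Each of the other 9 MDM2 targets lay below the cut-off of 100 on at least 1 array. Over the 10 targets the log2 fold change ran from −0.34 to 0.91, with a lowest adjusted p of 0.451 from limma, and 0 passed the study's thresholds.

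**Figure D1:**
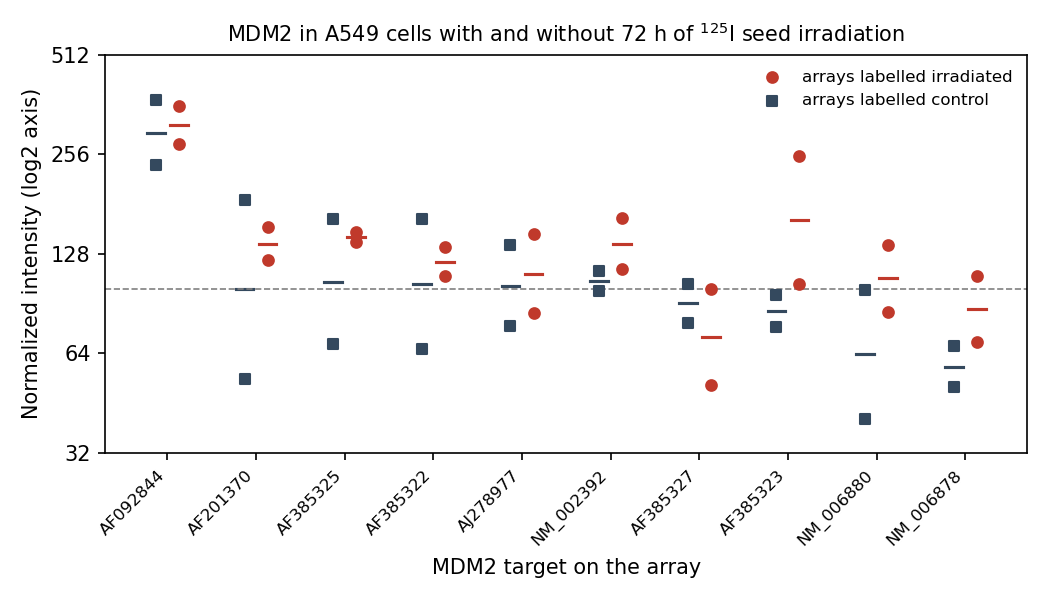
Normalized intensity (log scale) of the 10 MDM2 targets on the 2 irradiated and the 2 control A549 arrays. Points are arrays, short bars are the geometric means of a group and the dashed line is the lower cut-off of 100. The points of both groups overlap for AF092844, the brightest target.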

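The p53 and MAPK pathways were examined through lists of genes fixed before the expression values were seen, but after the study's table of lower genes had been seen. The counts, medians and set tests of these lists are therefore not independent evidence. Each gene was represented by its brightest target, and 0 members of any list passed limma's adjusted p over all targets. The set test was camera with a preset correlation of 0.01, adjusted over 28 lists. Of 71 measured genes of the p53 signaling pathway, 2 were lower on the irradiated arrays at the study's thresholds and 0 were higher. Among these was IGFBP3, which encodes a secreted protein that binds insulin-like growth factors (log2 fold change −1.73). It is also a target gene of HIF-1, the transcription factor of the response to low oxygen. The median log2 fold change of the p53 list was −0.06 (adjusted p = 0.691 from camera). Of 43 direct p53 target genes, 0 passed the study's thresholds, and their median was −0.20 (adjusted p = 0.484 from camera). The 2 targets of CDKN1A, which encodes the cell cycle inhibitor p21, had log2 fold changes of −0.84 and −0.57 and a lowest adjusted p of 0.306 from limma. With an intensity trend, the first (NM_078467) was called lower (adjusted p = 0.025 from limma) and the second was not (0.069). Adjusted over the list alone, 0 genes passed in either p53 list.

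A count by any target of a gene was chosen after the values were seen. By it, 6 genes of the p53 pathway were lower at the study's thresholds (among them BBC3, CDKN2A, GADD45A, IGFBP3 and SESN2) and 0 were higher, with adjusted p = 0.013 from Fisher's exact test. Of the direct p53 targets, 5 were lower (BBC3, GADD45A, GDF15, GLS2 and SESN2), with adjusted p = 0.0088 from the same test. Counted by any target called with an intensity trend, also chosen after the values were seen, 7 genes of the p53 pathway and 6 direct p53 targets were lower and 0 higher in either list.

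Of 60 genes of MAPK kinases and the kinases above them, MAP4K1 (−1.17) and MAPK7 (−1.08) were lower at the study's thresholds and 0 were higher. By any target called with an intensity trend, the balance turned, with MAP2K5 and MAPK7 lower and MAP2K3, MAPK14 and NRAS higher. The median was −0.10 (adjusted p = 0.992 from camera), and 0 passed when adjusted over the list alone. Of 101 other genes of the MAPK pathway, DDIT3, FGF11 (−1.20) and CACNG6 (−1.11) were lower and 0 higher, with a median of −0.09 (adjusted p = 0.691 from camera) and 1 gene lower when adjusted over the list alone. Of 33 genes that respond to MAPK signaling, such as the phosphatase gene DUSP6, 3 were lower and 0 higher. DUSP6 had a log2 fold change of −1.21, MAFF of −1.07 and ERRFI1 of −1.04, and 5 genes were lower when adjusted over the list alone. The median of this list was −0.27 (adjusted p = 0.045 from camera). That call did not hold with an estimated correlation (adjusted p = 0.641 from camera), nor without any 1 of the 4 arrays (adjusted p from 0.060 to 0.202).

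Among the p38 genes, MAPK14 (target BC000092) had a normalized intensity of 4031 ± 232 (SD, n = 2) on the irradiated and 2254 ± 475 (SD, n = 2) on the control arrays. Its log2 fold change of 0.85 (standard error 0.23, adjusted p = 0.311 from limma) was called with a variance that followed the intensity (adjusted p = 0.040 from limma). The other MAPK14 targets, NM_139013 and NM_001315, had 0.61 and 0.13 and were not called by that fit (adjusted p = 0.202 and 0.766 from limma). MAPK13 had a log2 fold change of −1.17 (standard error 0.31), which passed neither the study's thresholds nor that fit (adjusted p = 0.118 from limma). The 8 p38 targets had a lowest adjusted p of 0.310 from limma. The log2 fold changes of 10 targets of ERK and JNK genes ran from −1.04 to 0.34. For AKT1, GSK3A, GSK3B, RPS6KB1, MTOR, CREB1 and MAP2K6, they ran from −0.34 to 0.62 over 17 targets. From the enrichment scores of its pathway analysis, the paper selects the MAPK pathway, the p53 pathway and the MDM2 gene for further study.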

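Lists for other pathways of Figure 2B1 were tested in the same way, apart from carbon metabolism, transcriptional misregulation and fructose metabolism, for which no list was made. Of 62 target genes of HIF-1, 22 were lower on the irradiated arrays at the study's thresholds and 0 were higher, and 36 were lower when adjusted over the list alone. CA9 encodes a carbonic anhydrase, and its normalized intensity was 601 ± 186 (SD, n = 2) on the irradiated and 2415 ± 458 (SD, n = 2) on the control arrays. Its log2 fold change was −2.03 (standard error 0.31). The glucose transporter gene SLC2A1 had a log2 fold change of −1.14 and P4HA1, which encodes a prolyl hydroxylase subunit, of −1.76. The median of the HIF-1 list was −1.0005 (adjusted p = 3.04e-19 from camera), and its overlap with the lower genes had adjusted p = 1.83e-26 from Fisher's exact test. With an estimated correlation the list was not past the threshold (adjusted p = 0.269 from camera). The estimated correlation, 0.0060, lay below the preset 0.01. By the directional test of fry, a second set test, the list was past the threshold (adjusted p = 0.036 from fry). Of 57 genes of amino acid biosynthesis and of the transcription factor ATF4, 5 were lower (DDIT3, PPP1R15A, VLDLR, HERPUD1 and AARS1) and 0 higher, and 9 were lower when adjusted over the list alone. Their median was −0.43 (adjusted p = 2.26e-06 from camera with the preset and 0.641 with an estimated correlation).

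Of 54 genes of glycolysis and gluconeogenesis, ALDOC, GPI and ENO2 were lower and 0 higher, with a median of −0.23 (adjusted p = 0.016 from camera with the preset and 0.641 with an estimated correlation). All 3 are among the 13 genes that this list shares with the HIF-1 list. The glycolysis call was lost without irradiated replicate 1 (adjusted p = 0.074 from camera), control replicate 1 (0.059) and control replicate 2 (0.059), and 0 genes passed when adjusted over the list alone. Of 44 genes of arginine and proline metabolism, P4HA1, P4HA2, CKMT2 and ARG2 were lower and HOGA1 higher, with a median of −0.10 (adjusted p = 0.322 from camera). Adjusted over the list alone, 5 were lower and 1 higher. Of 25 genes of the pentose phosphate pathway, ALDOC and GPI were lower and 0 higher, with a median of −0.06 (adjusted p = 0.945 from camera) and 0 genes when adjusted over the list alone. Camera ranked this list on the higher side although its median was negative. With an estimated correlation, 0 of the 28 lists passed camera. On simulated arrays that setting missed a list of 50 genes shifted by 0.5 on the log2 scale (adjusted p = 0.317 from camera). A call lost with it therefore cannot tell whether a list is shifted. The pathway tables behind the paper's enrichment scores were not among the files, so those scores were not recomputed.

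**Figure D2:**
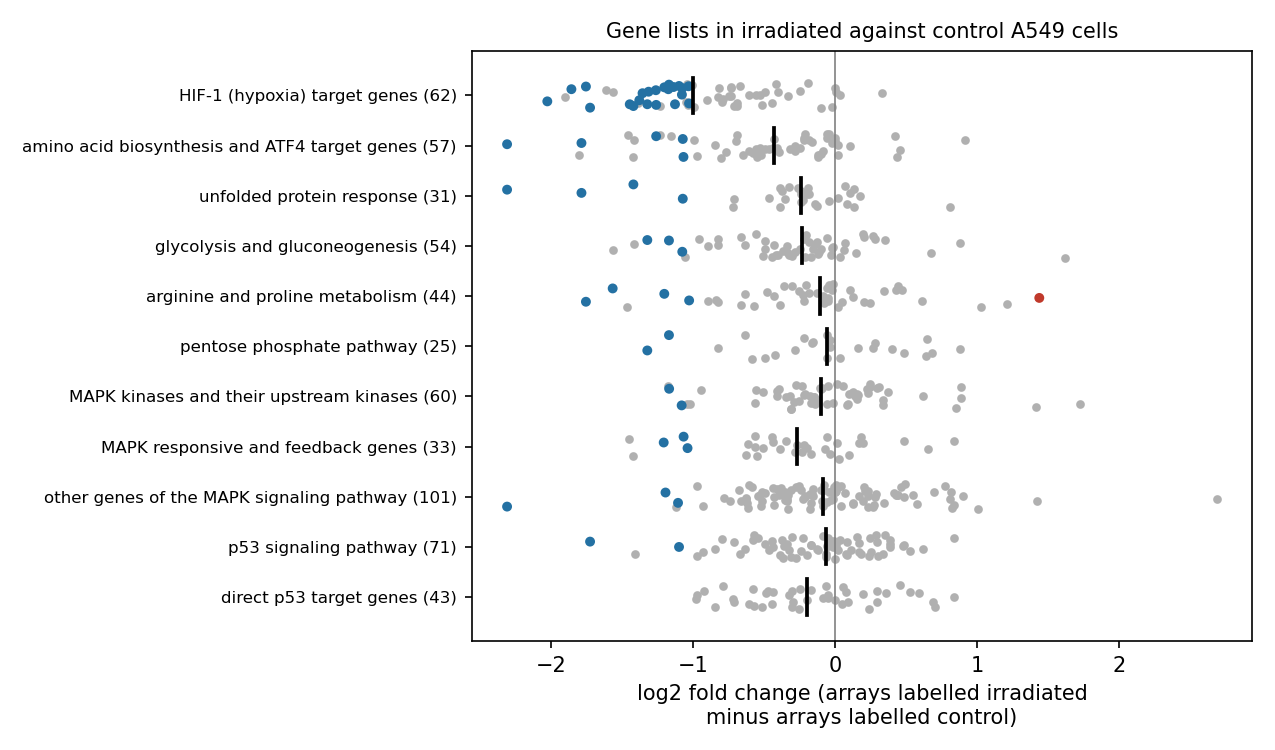
Log2 fold change of each gene (brightest target, irradiated minus control arrays) in lists of genes, with the number of measured genes in parentheses. Blue points passed the study's thresholds as lower and red points as higher, grey points did not pass, and black ticks are medians. The HIF-1 list holds 22 blue points, more than any other list shown.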

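Besides TRIM29, the targets with a gene name and the largest rises at the study's thresholds, with no overlap between the groups, were those of ARHGEF10L, PLAA, IFNG, REG1B, SLC7A2, RNASE10, PDE3A, KIF18B and CDH17. PDE3A, a phosphodiesterase gene, had a normalized intensity of 842 ± 104 (SD, n = 2) on the irradiated and 126 ± 35.4 (SD, n = 2) on the control arrays, a log2 fold change of 2.76. KIF18B, a kinesin gene, had 1129 ± 301 and 187 ± 12.8, a log2 fold change of 2.57. Besides DDIT3, the largest falls were those of ATP6V0A4, MYRFL, ZBTB16, AOX1, LRFN3, RNASE11, CCL26, ZSCAN18 and APOB. AOX1, which encodes aldehyde oxidase, had 101 ± 17.3 on the irradiated and 536 ± 191 on the control arrays, a log2 fold change of −2.38. For 15 of these 20 targets, the dimmer group lay below the cut-off of 100 on both arrays, so that the size of the fold rests on values below it. The largest rise and the largest fall were of this kind, with log2 fold changes of 3.50 for ARHGEF10L and −2.97 for ATP6V0A4. Of the 20, 11 were called when limma's variance followed the intensity. The targets of TRIM29, ARHGEF10L, PLAA, SLC7A2, KIF18B and ZSCAN18 were not the brightest of their genes. The spread between the arrays of a group fell with intensity, from a residual SD of 0.667 on the log2 scale in the dimmest 25% of the targets to 0.193 in the brightest.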

The heat map of gene detection is shown in Figure 2B2.

### Human Phospho-MAPK Array Analysis

MAPK protein microarray analysis was performed to identify activated (phosphorylated) proteins in A549 cells after irradiation with ^125^I seeds for 72 h compared with the control cells. The results showed that activated (phosphorylated) MAPK family members Erk1/2, JNK (1–3), and p38 (α/β/δ/γ), and the Akt, GSK-3, p70 S6 kinase, TOR, p53, and CREB were potentially involved in the signal transduction, proliferation, and apoptosis in irradiated cells. Quantification of the results showed that phospho-p38 and phospho-p53 levels were the most significantly increased factors of all of the identified proteins (Figure 2B3, *P* < 0.05). Therefore, we focused our subsequent experiments on MDM2 (identified in the gene array) and p38MAPK and p53 (identified in the MAPK array analysis).

### Western Blot Analysis of p-p38MAPK-, p-MDM2-, and p-p53in-Irradiated A549 Cells

Western blot analysis was performed to verify activation of p38MAPK, MDM2, and p53 in A549 cells irradiated for 12, 24, 48, and 72 h. The intracellular phosphorylation levels of p38 and p53 increased gradually in the ^125^I seed group over time, and the levels of MDM2 were reduced. The total protein expression of p38, p53, and MDM2 was not different between the two groups. The ratio of phosphorylated p38 and p53 protein/total protein increased over time in the ^125^I seed group and MDM2 decreased. The results confirmed that p-p38MAPK and p-p53 were upregulated in irradiated cells, but p-MDM2 was downregulated, compared with those in the control cells (Figures 3A–C).

### Western Blot Analysis and Flow Cytometry Results of a p38MAPK Inhibitor and MDM2 Agonist on ^125^I Seed-Induced Apoptosis of A549 Cells

The p38 inhibitor SB203580 (Selleckchem, Houston, USA) and the MDM2 agonist NSC207895 (Selleckchem, Houston, USA) were used to determine the functional contribution of these factors in the apoptosis of ^125^I seed-irradiated A549 cells. After irradiation, p-p38 and p-p53 expression levels increased, and p-MDM2 expression level decreased. The p38 inhibitor SB203580 suppressed p-p38 expression, increased p-MDM2 expression levels, and decreased p-p53 expression levels. The ^125^I +SB203580 group and ^125^I+NSC207895 group had lower early apoptosis than the ^125^I seed alone group (Figures 3D, 4A–C). Irradiation with ^125^I seed caused a downregulation of p38MAPK, MDM2 degradation, and higher p53 expression.

**Figure 4:**
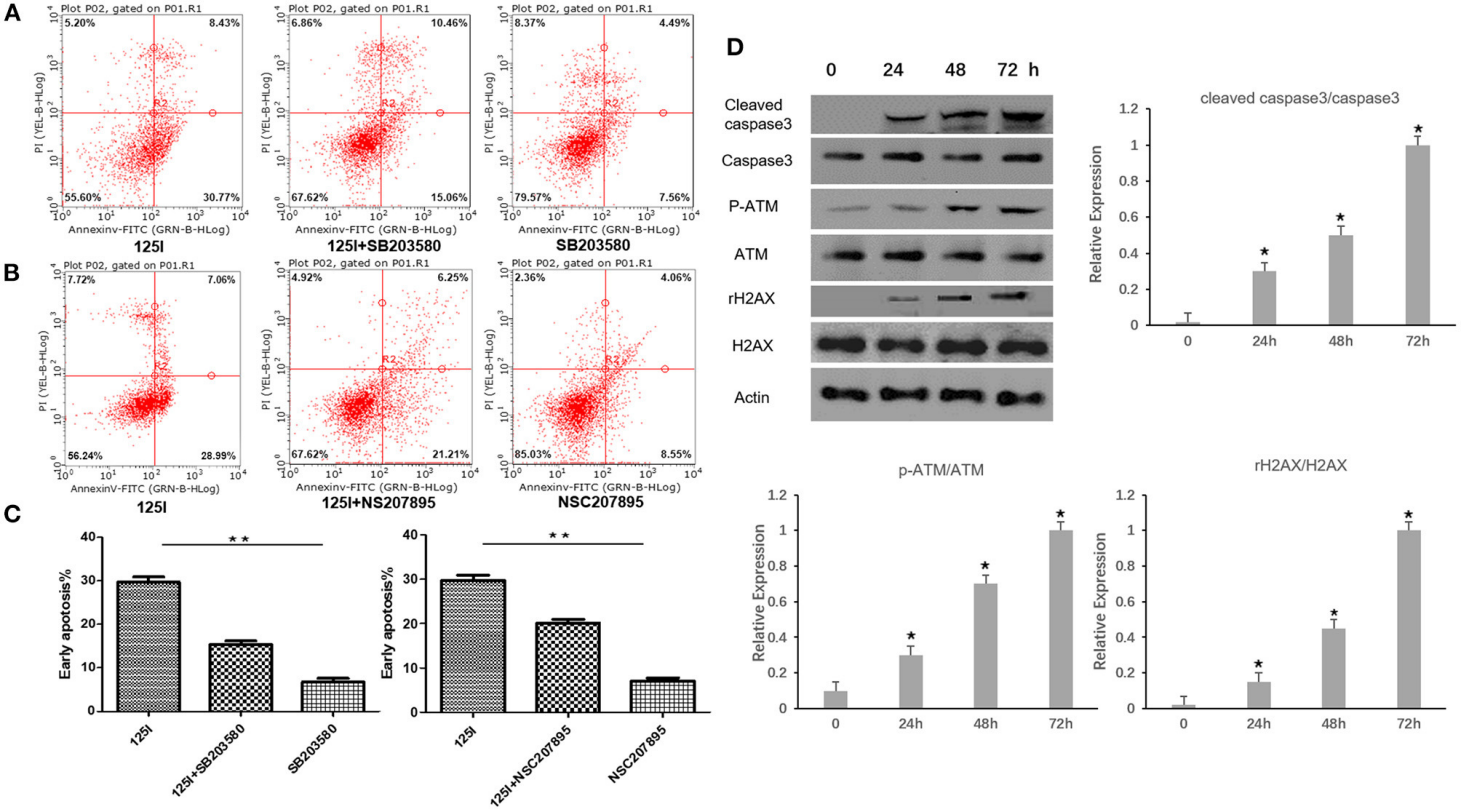
Flow cytometric analysis after treatment of ^125^I seed for 72 h. **(A)** The early apoptosis rate of the ^125^I seed group (left), the ^125^I+SB203580 group (middle), and the SB203580 group (right) is 30.77% ± 1.21, 15.06% ± 1.73, and 7.06% ± 1.54, respectively; **P < 0.01. **(B)** The early apoptosis rate of the ^125^I seed group (left),the ^125^I+NSC207895 group (middle), the NSC207895 group (right) is 28.99% ± 1.15, 21.21% ± 1.52, and 8.55% ± 1.27, respectively; **P < 0.01. The data represent the means ± SD of three independent experiments. **(C)** The difference between each groups is statistically significant (**P < 0.01). **(D)** The level of cleaved-caspase3, p-ATM, and γ-H2AX increased gradually with the increase of irradiation time. *P < 0.05.

### Western Blot Analysis of Cleaved-Caspase3, p-ATM, γ-H2AX in Irradiated A549 Cells

Western blot analysis was performed in A549 cells after being irradiated for 24, 48, and 72 h. The level of p-ATM and γ-H2AX related to gene damage increased gradually with the increase of irradiation time. At the same time, the cleaved-caspase3 was found to increase gradually with the increase of irradiation time (Figure 4D).

### Effects of ^125^I Seeds on A549 Cells *in vivo*

We established an A549 cell tumor mouse model and examined three groups: seed group A, control group B (0.8 mci ^125^I seed), and non-activity seed group C (^125^I seed with no activity). After 10 days of observation, we found that the tumor growth of group A was obviously inhibited compared with groups B and C. The Vd0-d10 of group A was obviously inhibited compared with groups B and C. There were differences in the volume changes between groups A and B and between groups A and C at 2, 4, 6, 8, and 10 days. The difference between each groups was statistically significant (Figures 5D–F), and the inhibitory effect was statistically significant (*P* < 0.05). No statistically significant difference was observed in group A compared with group C.

**Figure 5:**
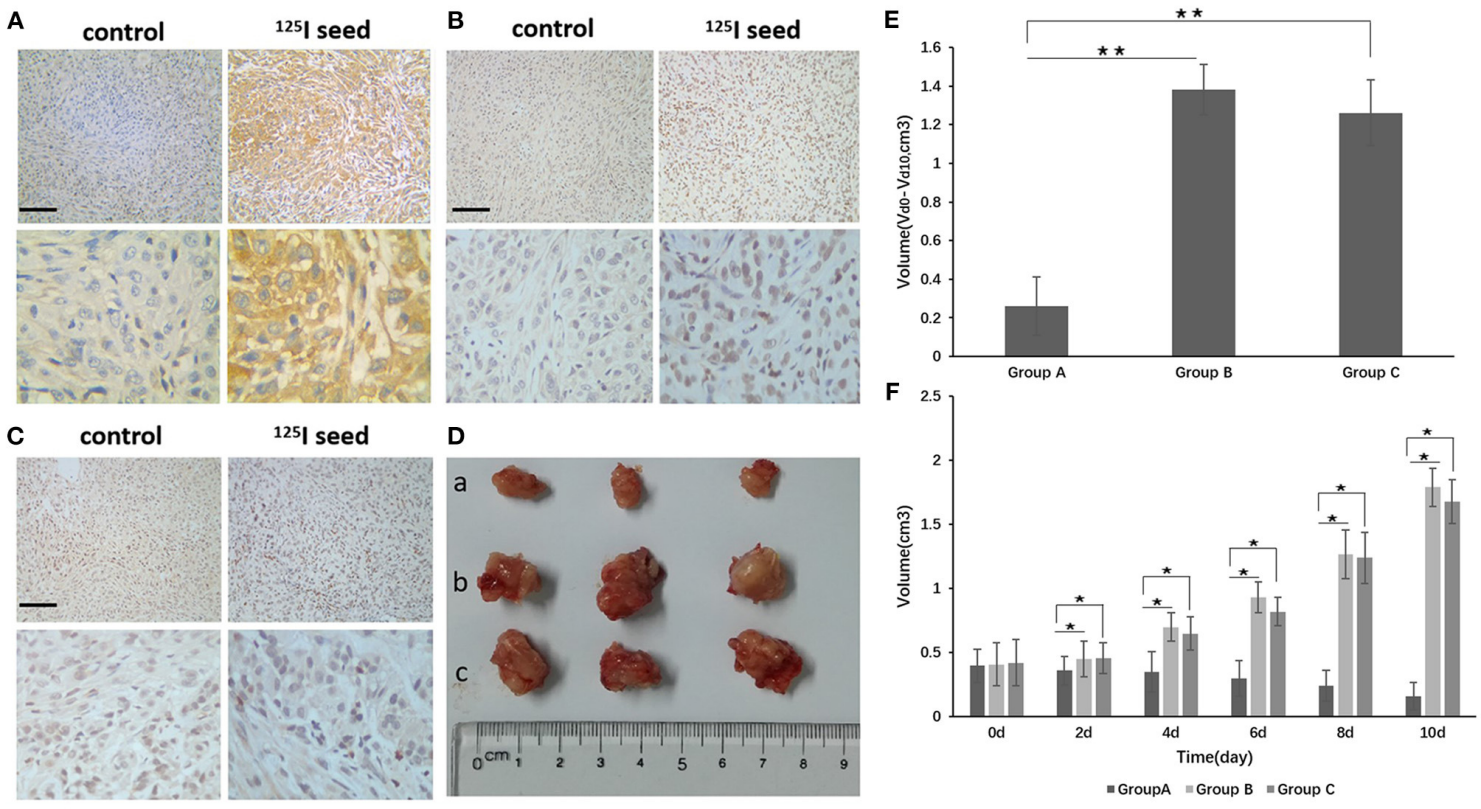
**(D)** After implantation of the ^125^I seed for 10 days, the tumor was removed and the tumor was measured (a group: ^125^I seed group, b group: control group, c group: non-activity ^125^I seed group). **(E)** The Vd0-d10 of group A was obviously reduced compared with groups B and C. *Vd0-d10*: The change in volume between d0 and d10. **(F)** There were differences in the volume changes between groups A and B and between groups A and C at 2, 4, 6, 8, and 10 days. The differences between each group are statistically significant (**P < 0.01). Tumor tissue immunohistochemistry found that p-p38 and p-p53, and the apoptotic body expression were upregulated in the ^125^I seed group, but p-MDM2 expression was downregulated compared with the control group and the non-activity seed group [**(A)** p-p38, **(B)** p-p53, **(C)** p-MDM2]. The original magnification is 200. The bar length represents 50 μm. *P < 0.05.

### Immunohistochemical Analysis of p-p38, p-p53, and p-MDM2 Expression

The mice were killed, and the tumor tissue was removed and subjected to immunohistochemistry. The positive expression rate of p-p38 in tumor tissues from group A (^125^I seed treatment) was significantly higher than group B (control) and group C (non-activity ^125^I seed) [85.7% (12/14) compared with 28.5% (4/14) and 35.7% (5/14), respectively] (*P* <0.05, group A vs. B) (Figure 5A). The positive expression rate of p-p53 showed a similar trend. Group A (^125^I seed) showed a p-p53-positive rate of 71.4% (10/14) compared with group B (control) at 14.2% (2/14) and group C (non-activity ^125^I seed) at 28.5% (4/14) (*P* <0.05, group A vs. B) (Figure 5B). Consistent with results mentioned above, p-MDM2-positive expression was reduced in group A (14.2%, 2/14) compared with group B (21.4%, 3/14) and group C (28.5%, 4/14) (*P* > 0.05, group A vs. B) (Figure 5C). Correlation analyses showed the following results: p-p38 and p-p53, *r* = 0.34, *P* = 0.008; p-p38 and p-MDM2, *r* = −0.42, *P* = 0.012; and p-MDM2 and p-p53, *r* = −0.38, *P* = 0.016.

## Discussion

Multiple clinical studies demonstrated the safety and efficacy of ^125^I seed implantation brachytherapy (15–17). ^125^I seed brachytherapy is impressive, especially in local tumor control and improvements in patients' quality of life. Relevant studies have confirmed the good local control rate of ^125^I seed in locally advanced non-small cell lung cancer, and compared with external irradiation in patients with lung cancer bone metastasis, the quality of life scores of ^125^I seed group are better than the external irradiation group. In the treatment of pelvic bone tumor, ^125^I seed significantly reduced bone tumor size, relieved pain, and improved the quality of life of patients, with a low complication rate (6, 11, 18).

Compared with the extensive development of clinical applications, research on antitumor molecular mechanisms are relatively insufficient in ^125^I seed brachytherapy. An *in vitro* study showed that altered signal transduction, activation of the Bcl-2/Bax apoptosis-related genes, and induction of cell apoptosis in gastric cancer cells after ^125^I seed irradiation (19). The present study identified MDM2 as a differentially expressed gene and found that p53 and MAPK signaling pathway expression were increased in A549 cells after 72 h of ^125^I seed irradiation. To confirm the gene chip results, MAPK phosphoprotein chips were used to detect changes in protein phosphorylation levels in A549 cells after ^125^I seed irradiation. Eleven proteins had significantly increased phosphorylation levels, including cell proliferation-related Akt, Erk1, and Erk2 and apoptosis-related p53, Jnk1, Jnk2, MKK6, p38α, p38β, p38δ, and p38γ. We hypothesized that the ^125^I seed activated the intracellular MAPK signal pathways *via* a regulatory protein and eventually activated p53 signaling pathways in the cell nucleus (Figure 6). Momand et al. first confirmed the interaction between MDM2 and p53 loci using precipitation, which means that MDM2 may be combined with the p53 protein N-terminal transcriptionally active region (20). MDM2 inhibits the p53 tumor suppressor *via* two mechanisms: ubiquitin-mediated degradation of the p53 protein and inhibition of p53 transcriptional activity, which maintains low levels of steady-state p53 in its transcriptionally inactive form (21). A negative adjustment loop exists between these proteins, which maintains MDM2 at a low level in normal cells and higher expression in tumor cells, which activates a negative feedback control loop to restrain the activity of p53 protein and affect apoptosis (22). Our study identified MDM2 as a downregulated differentially expressed genes in ^125^I seed-irradiated cells. Therefore, we hypothesized that MDM2 was a regulatory factor between the p38 MAPK signaling pathway and p53 signaling pathways, which are involved in the regulation of cell growth inhibition of ^125^I seed exposure. Previous studies detected MDM2 expression in tumor tissue and normal lung tissue in patients with NSCLC and found that MDM2 expression was related to tumor differentiation degree, clinical stage and lymph node metastasis. MDM2 protein expression may also be used to evaluate the malignancy grade and prognosis of patients with lung cancer (23). Another study found the MDM2 protein-positive expression rate was 57.8% (26/45) in lung adenocarcinoma tissues, and negative expression was found in normal tissue adjacent to tumor (*P* <0.01) (24). These studies demonstrate the important role of MDM2 in tumor development. Li et al. reported that p38 MAPK and ERK phosphorylated p53 and subsequently dissociated with MDM2 in selenite-induced apoptosis of NB4 cells (25). Another study showed that long-term low-dose radiation activated the INK4a/ARF locus in renal cell carcinomas *via* the upregulation of p38 MAPK (26). Li et al. found ^125^I combined with GEM induced stronger antiproliferation effect than single-treatment in advanced pancreatic cancer, due to the cell cycle arrest and more cellular apoptosis in PANC-1 cells. It increased Bax/Bcl-2 ratio to enhanced apoptosis (27).

**Figure 6:**
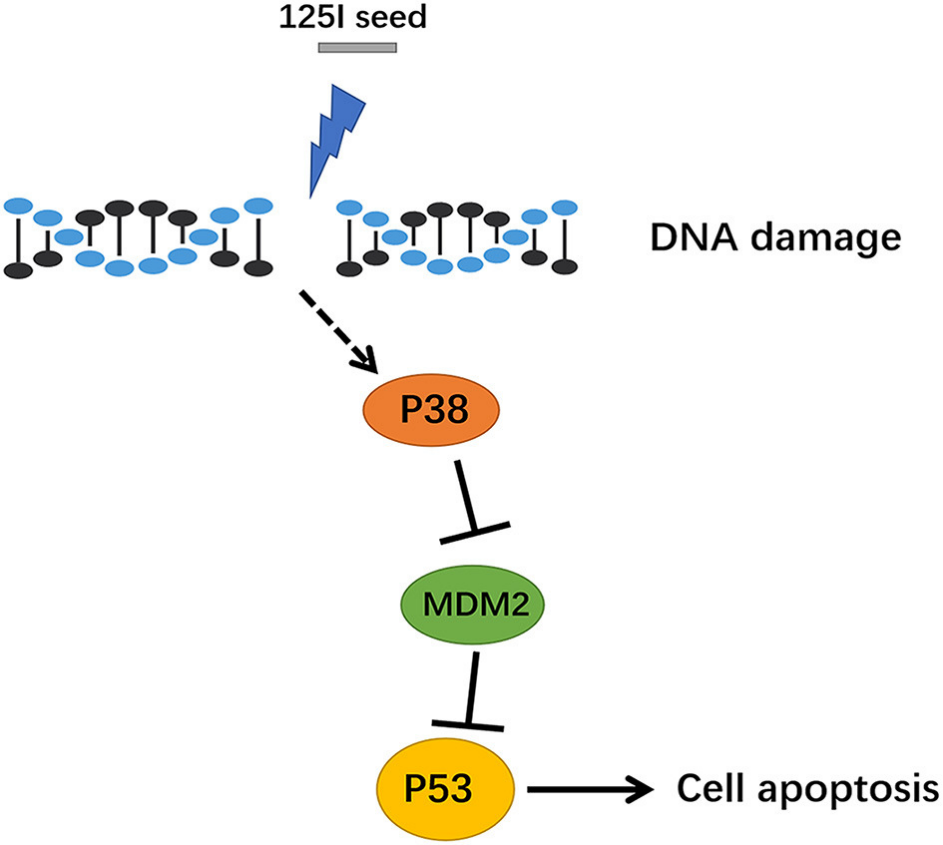
The signal path diagram of p38 MAPK/MDM2/p53. After treatment with ^125^I seed, MDM2 was downregulated, and the combination of MDM2 and p53 was reduced, which resulted in a stable transcription of p53. The p53, which has transcription activity, went into the nucleus *via* the activation of downstream apoptotic proteins, which eventually contributed to apoptosis.

The p38 inhibitor and MDM2 agonist demonstrated that the p38 MAPK/MDM2/p53 signaling pathway was involved in ^125^I seed irradiation-induced apoptosis. Park et al. reported that the p38MAPK/MDM2/p53 signaling pathway played an important role in the drug resistance mechanism (28). They found that p38 MAPK prevented MDM2 ubiquitin and p53 degradation, which increased EGFR expression and resulted in drug resistance of lung cancer cells to paclitaxel. These findings of the negative regulation relationship of p38 MAPK/MDM2/p53 is similar to our study.

In conclusion, ^125^I seed irradiation activated the p38 MAPK/MDM2/p53 signaling pathway to promote apoptosis in cells of non-small cell lung cancer. Future studies targeting this signal pathway may provide a new potential therapeutic approach for non-small cell lung cancer.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus, accession no: GSE159431.

## Ethics Statement

The animal study was reviewed and approved by the ethical standards of the Sun Yat-sen University Ethics Committees.

## Author Contributions

TZ and ZM contributed to study design and implementation. TZ, ZM, GD, and ML contributed to contributed to analysis and interpretation of data and draft of the manuscript. RT contributed to statistical analysis. FZ and ML supervised and oversaw the study. The corresponding authors had full access to all of the data and take full responsibility for the veracity of the data and the statistical analyses. All authors contributed to review and critical revision of the manuscript and approved the final version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

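RNA of A549 cells was measured on 4 NimbleGen expression arrays in a single colour (Cy3), 2 from cells irradiated for 72 h with 7 seeds per well and 2 from control cells. The authors corrected the background, normalized between arrays and summarised the probes of each target, and the submitters' processing notes name RMA without a version. As deposited by the authors, the normalized intensities are background-corrected, normalized between arrays and summarised by RMA, on a linear scale, for 34290 targets, of which 34290 reached 100 on at least 1 array. No intensities from before this processing were among the files, and therefore background correction and normalization were not repeated. The methods name a tiling array and Agilent Feature Extraction, while the deposited tables and the results name NimbleGen expression targets. No genome build was found for the coordinates in the files, the paper's text or the part of its supplement that was available.

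The samples were grouped by the array names in the tables deposited with each sample, which are those of the paper's Supplementary Table 2. Before the data were examined, it was planned to use, for an array with more than 1 table, the table that matches the series value table for that array. This could not be followed, because no table of a sample matched the series value column of that sample. Each series value column holds the values that the tables name as the other group (34290 of 34290 targets at a relative tolerance of 1e-06), and the series value table was used as an alternative. The tables of irradiated array 2 and control array 2 each appear with a second sample, with identical values, and were used once. The series value table holds 1 target more, which was left out.

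Targets were named by the NCBI gene ID that the files give (30115 targets) or the RefSeq accession (55), the name in the file was kept for 2708, and 1412 had no gene name. This gave 16610 genes with a current symbol. Changed targets were tested with limma 3.58.1 in R 4.3.3 on log2 intensities, with the default empirical Bayes step and no covariate, and called at a Benjamini-Hochberg adjusted p under 0.05 over all targets. The unpaired t-test of the methods, at a fold of at least 2 and an unadjusted p under 0.05 (the study's thresholds, from the heading of Supplementary Table 2), was run beside it to count targets as the study did. The lists, 28 in all, were tested with camera at a preset correlation of 0.01 and with an estimated correlation. They were also tested with fry, and each of these tests was adjusted over the lists. Fisher's exact test for the overlap with genes past the study's thresholds was adjusted over the lists and both directions together. By fry's directional test, only the HIF-1 list was past the threshold (adjusted p = 0.036 from fry). The next lowest adjusted p of that test was 0.105. Fry's mixed test, which ignores direction, passed more lists. Among them were the p53 pathway (adjusted p = 0.0043 from fry), the direct p53 targets (0.0082) and the MAPK kinases (0.0043). Others did not pass it, such as the G2/M list (adjusted p = 0.674 from fry). The background of Fisher's test was the 16610 genes, of which 179 were lower and 122 higher by the brightest target. The lists and the rule for naming genes were fixed before the expression values were seen, but after the study's table of lower genes had been seen. The rule names every gene the paper names, the 10 largest rises and 10 largest falls without overlap between the groups, and up to 4 members of each list past the thresholds. Not every gene that the rule names is reported. TRIM29 falls under the rule, but it was singled out after its values were seen. Other computations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

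The tests were tested on simulated data with the mean of each target and 200 changed targets. The spread of each target was drawn at random from the variances that limma fitted with an intensity trend. The simulated data thus meet the assumption of that fit, so its counts may be better here than on the real arrays. At a 4-fold change, limma with the default variance called 0 of 67 targets, limma with an intensity trend called 43 (64.2%), and the methods' test called 0 after adjustment. At an 8-fold change these counts were 0, 52 (77.6%) and 0 of 67, and at a 2-fold change 0, 15 (22.7%) and 0 of 66. The intensity trend gave 9 false calls. A count of 0 from the default variance is thus also what changes of this size gave on the simulated arrays. With no changed target, the study's thresholds let 215 targets through by the methods' test and 717 by limma. Camera with the preset correlation called a list of 50 genes shifted by 0.5 on the log2 scale (adjusted p = 4.63e-15 from camera), and with the estimated correlation it did not (adjusted p = 0.317 from camera). With a shared component of 0.1 and no shift, the preset correlation called 4 of 28 lists and the estimated correlation 0.

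The alternatives were centring on the array medians, cyclic loess, leaving out the dimmest 25% or 50% of the targets, 32 added before log2, an intensity trend, the methods' test, the replicate number as a block, the series value table, the mean of all targets of a gene, and leaving out each array in turn. Leaving out an array leaves 1 array in its group, which is assumed to vary like the other group. An alternative count, by any target of a gene, was chosen after the values were seen. The experiments of the paper on proliferation, migration, apoptosis, protein phosphorylation and tumours had no files and were left out.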

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

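The choice of TRIM29 and the tests of oxygen shortage and of the scaling between arrays were made only after the result was seen. The test of the labels by the G2/M list was set before.

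Outside the genes that the paper discusses, TRIM29 stood out by its level and fold on the arrays labelled irradiated. Target NM_058193 had 5769 and 4988 on irradiated arrays 1 and 2, against 847 and 977 on the control arrays, a log2 fold change of 2.56. It had the lowest adjusted p of all targets when limma's variance followed the intensity (adjusted p = 0.00019 from limma). It was not called with the default variance. NM_058193 was not the brightest target of the gene. Another target, NM_012101, had a log2 fold change of 1.43. The direction was the same on 2 of 2 irradiated arrays.

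The paper does not discuss 4 further lists that were past camera's threshold with the preset correlation, and none of them was past it with an estimated correlation. Of 31 genes of the unfolded protein response, 4 were lower at the study's thresholds (DDIT3, PPP1R15A, ERO1A and HERPUD1) and 0 higher, with a median log2 fold change of −0.24 (adjusted p = 0.013 from camera). The list shares 3 genes with the ATF4 list, and its call was lost without irradiated replicate 1 (adjusted p = 0.177 from camera) and without control replicate 2 (0.396). Of 48 epithelial junction and keratin genes, 5 were lower (ESRP1, PKP1, CDH1, CDH3 and LAMA3) and 0 higher, with a median of −0.26 (adjusted p = 0.0086 from camera). That call was lost with the dimmest 50% of the targets left out (adjusted p = 0.088 from camera). Of 42 interferon-stimulated genes, IFIT2 and IFIT3 were higher and RSAD2 lower, with a median of 0.10 (adjusted p = 0.043 from camera). That call was lost after centring (adjusted p = 0.057) and loess (0.054), without irradiated replicate 2 (0.778) and without control replicate 1 (0.679). Of 38 cytokines and related genes of the senescence response, 3 were lower, among them CCL26 and IGFBP3, and MMP1 was higher, with a median of −0.24 (adjusted p = 0.045 from camera). That call was lost without irradiated replicate 1 (adjusted p = 0.448), control replicate 1 (0.181) and control replicate 2 (0.362). Adjusted over the list alone, 4 genes of the unfolded protein response were lower, 6 epithelial genes lower and 1 higher, 2 cytokines lower and 1 higher, and 0 interferon-stimulated genes passed.

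The pattern that was weighed is the lower level of genes of the responses to low oxygen and amino acid shortage on the arrays labelled irradiated, with p53 target genes not higher. The tables argue against a difference in scale left between the normalized arrays as its whole cause. The authors' own normalization could not be tested, since no raw intensities were given. After cyclic loess between the arrays, the median of the HIF-1 list was still −0.92, while the median of all targets moved by less than 0.1. An exchange of the labels stays open. If the labels were exchanged, the G2/M genes could be expected higher on the arrays labelled irradiated. Their median was −0.19 (adjusted p = 0.334 from camera), which is in the other direction but not past the threshold. Without irradiated replicate 1 the list was called lower, with a median of −0.39 (adjusted p = 0.0061 from camera), and without control replicate 2 with −0.31 (0.0077). Without the other arrays it was not called. Over the alternatives its adjusted p ran from 0.0061 to 0.951. In other assays at 72 h, the paper reports lower proliferation, more early apoptosis and more phosphorylated p53 in irradiated cells. Lower proliferation goes with the labels used here. So does the sign of the G2/M median, which was not stable. Without each array in turn, the G2/M median ran from −0.39 to 0.05. The p53 genes go the other way, since under these labels 6 genes of the p53 pathway were lower and 0 higher by any target (adjusted p = 0.013 from Fisher's exact test, a count chosen after the values were seen), and under an exchange they would be higher. Those assays do not show which arrays came from irradiated cells. The files themselves name the groups in both ways, and an exchange and the biology cannot be told apart by the G2/M test.

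A shortage of oxygen and nutrients in denser control cultures may also give the pattern, and the cell density at harvest of the arrayed cells is not given in the sources used here. The paper's lower proliferation of irradiated cells at 72 h in the MTT assay is the nearest measure of cell number, and it goes in this direction. The HIF-1 list, with a median of −1.0005, lay lower than the direct p53 targets without shared genes (median −0.19). The HIF-1 call was not past the threshold with an estimated correlation (adjusted p = 0.269 from camera), a condition that was set after this p was seen. On simulated arrays that setting also missed a shifted list (adjusted p = 0.317 from camera). The condition therefore decides nothing here, and the explanation stays open. The loss of the HIF-1 call did not come from a higher correlation, since the estimate of 0.0060 lay below the preset 0.01. With 1 irradiated and 1 control condition, the shortage and an effect of irradiation on these genes cannot be told apart. The effect of irradiation stays open, as untested.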

How the results depend on the processing

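The series value table became an alternative when its conflict with the tables of the samples was found. The counts by any target of a gene were chosen after the values were seen. The other alternatives were set before the data were examined. Of the 8 lists past camera's threshold, 2 kept their direction and their side of the threshold under every alternative other than the labels of the series value table and the estimated correlation. These were the HIF-1 list, with medians from −1.02 to −0.90 over the alternatives other than those labels, and the ATF4 list, with −0.48 to −0.35. The medians of the p53 pathway list ran from −0.17 to 0.01 and those of the direct p53 targets from −0.22 to −0.12, and neither list was past camera's threshold under any alternative. MDM2 ran from −0.25 to 0.40 and was not called under any of its alternatives.

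Calls by limma, 0 with the default variance, were 679 with an intensity trend and 363 with the dimmest 50% of the targets left out, of which 123 were higher and 240 lower. They stayed at 0 with the dimmest 25% left out, after both scalings, with 32 added, by the methods' test after adjustment, with the replicate block and without each array. Of the 679, 288 were past the study's thresholds by the methods' test. The trend changes the calls through the spread, since the residual SD fell from 0.667 to 0.193 with intensity. At the study's thresholds, 261 targets were higher and 371 lower by the methods' test. These counts were 638 and 712 by limma with an intensity trend, 739 and 856 by limma without it, and 833 and 894 with the replicate block. They were 129 and 221 without the dimmest 25% and 59 and 120 without the dimmest 50%, where fewer targets were tested. Without each array in turn, limma gave 813 to 1329 higher and 849 to 1583 lower, for which the cause was not tested. The deviations of the replicates with the same number had a correlation of 0.058 across targets.

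With an estimated correlation no list stayed past the threshold. On simulated arrays that setting missed a list shifted by 0.5 on the log2 scale (adjusted p = 0.317 from camera). The lost calls therefore cannot tell whether these lists are shifted. The medians are the same by construction (HIF-1 −1.0, ATF4 −0.43, glycolysis −0.23, MAPK responsive −0.27, epithelial −0.26, cytokines −0.24, unfolded protein response −0.24 and interferon 0.10), and the adjusted p from camera ran from 0.269 to 0.951. The estimated correlation was 0.0060 for HIF-1, −0.0020 for glycolysis, −0.018 for MAPK responsive genes and 0.0026 for cytokines. These values lie below the preset 0.01, so a higher correlation is not why these calls were lost. It lay above the preset for the ATF4 (0.11), epithelial (0.038), unfolded protein response (0.36) and interferon (0.20) lists. With the preset correlation, the interferon list was no longer past the threshold after centring (0.17) and loess (0.16). Without the dimmest 50%, this held for the cytokine (−0.20), MAPK responsive (−0.28) and epithelial (−0.24) lists. The cytokine list also missed the threshold without the dimmest 25% (−0.18) and with the mean of all targets of a gene (−0.32). Beyond the correlations above, the cause was not tested.

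Without each array in turn, medians and calls moved as follows, and the cause was not tested. The medians were −0.35 to −0.15 for MAPK responsive genes, −0.34 to −0.25 for cytokines, −0.31 to −0.21 for glycolysis, −0.33 to −0.16 for the unfolded protein response and 0.021 to 0.25 for interferon-stimulated genes, each of which lost its call in at least 1 case. The G2/M list (−0.39 to 0.051) was called lower without irradiated replicate 1 and without control replicate 2, and the respiratory chain list (−0.084 to 0.16) was called higher without irradiated replicate 2. MDM2 turned to −0.11 without irradiated replicate 1 and to −0.25 without control replicate 2.

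The overlap with the lower genes by Fisher's exact test, not past its threshold for glycolysis (adjusted p 0.143), passed it there with limma at the study's thresholds (0.018), without the dimmest 50% (0.031) and by any target of a gene (0.017). It passed for cytokines with limma (0.0039) and by any target (0.0058), and for both p53 lists by any target alone (0.013 for the pathway and 0.0088 for the direct targets). It was lost without the dimmest 50% for arginine and proline metabolism (0.086) and MAPK responsive genes (0.060). The cause was not tested.

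Under the labels of the series value table every sign turns by construction. MDM2 had −0.0768. The lists past the threshold had medians of 1.00 for HIF-1, 0.43 for ATF4, 0.23 for glycolysis, 0.27 for MAPK responsive genes, 0.24 for the unfolded protein response, 0.26 for epithelial genes, 0.24 for cytokines and −0.10 for interferon-stimulated genes. Of the 120 named targets, 63 had a log2 fold change of at least 2 standard errors in size before the turn. Under these labels they were ATM −0.72, CDKN2A 1.04, 1.02, 0.62, 0.75, MAPK10 1.04, MAPK13 1.17, MAPK14 −0.85 and −0.61, RPS6KB1 −0.62, ARHGEF10L −3.50, PLAA −3.09, IFNG −2.93, REG1B −2.89, SLC7A2 −2.83, RNASE10 −2.77, PDE3A −2.76, KIF18B −2.57, TRIM29 −2.56, CDH17 −2.55, ATP6V0A4 2.97, MYRFL 2.81, ZBTB16 2.50, AOX1 2.38, LRFN3 2.37, DDIT3 2.31, RNASE11 2.29, CCL26 2.24, ZSCAN18 2.20, APOB 2.18, IGFBP3 1.73, MAP4K1 1.17, MAPK7 1.08, DUSP6 1.21, MAFF 1.07, ERRFI1 1.04, FGF11 1.20, CACNG6 1.11, CA9 2.03, KDM4B 1.86, P4HA1 1.76, ALDOC 1.32, GPI 1.17, ENO2 1.08, PPP1R15A 1.79, VLDLR 1.26, HERPUD1 1.07, CKMT2 1.57, HOGA1 −1.44, P4HA2 1.20, ERO1A 1.42, ESRP1 1.60, PKP1 1.51, CDH1 1.49, CDH3 1.22, ROCK2 −1.11, CXCR4 1.08, MMP1 −1.06, IFIT3 −1.43, IFIT2 −1.28, RSAD2 1.17, ABCC2 −1.32, TYROBP −1.31.

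Of the 120 named targets, 41 were called with an intensity trend and 23 with the dimmest 50% left out, and 0 under the other alternatives. Normalization from raw intensities and another background correction were not run, since no raw intensities were given, and the second table of an array held identical values. With the dimmest 50% left out, the brightest MDM2 target was among those left out and has no value. The background of the arrays was not given, so signal over background was not measured.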

Differences from the paper's values

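For MDM2, the paper's Supplementary Table 2 gives a log2 fold change of −1.65 (the paper's value, written there as a fold of 3.14), and the deposited values of the same target (AF092844) give 0.0768. The value differed from the paper's under all of the alternatives set before the data were examined that give a value for MDM2, with a range from −0.25 to 0.40. None of them called MDM2. The paper's mean intensity in the control group is 832.21, and the deposited values give 304.58. Under the labels of the series value table, the control group has 315.87, which differs too. The paper's mean in the irradiated group is 246.14 and the deposited one 315.87, a pair within the factor of 1.5 used here.

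Only the sheet of lower targets of that table was available, with 369 rows. Of the 368 rows with a target ID, 367 have array values that equal the deposited ones at a relative tolerance of 1e-04, and their p and FDR equal the recomputed ones at a relative tolerance of 0.001. The MDM2 row is the other. The paper's array values there are 252.32 and 243.03 for the irradiated and 782.22 and 804.28 for the control arrays. The ratios of these to the deposited values are 0.707, 0.884, 2.10 and 3.40. In the paper's row, the group means (246.14 and 832.21) are not those of its own array values, which have means of 247.68 and 793.25. Its fold of 3.14 is 3.20 from its own array values, and its p of 0.000634 is 0.000402 from them by the methods' test. Its FDR of 0.37468 lies above the FDR of 0.37319 that the table gives for the next larger p of 0.000642, which a Benjamini-Hochberg adjustment cannot give. No other row with a target ID failed any of these 5 checks.

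The paper states that the p53 pathway was upregulated. Of the 71 genes of the p53 pathway list, 2 were lower by the brightest target at the study's thresholds and 0 higher, with a median of −0.06. Of the 43 direct p53 targets, 0 passed in this way. By any target of a gene, a count chosen after the values were seen, 6 and 5 genes of these lists were lower and 0 higher. Under the labels of the series value table, these genes are higher and 0 lower. In its discussion, the paper also gives increased expression of the MAPK pathway. In the lists of MAPK kinases (60 genes), MAPK responsive genes (33) and other MAPK genes (101), 2, 3 and 3 genes were lower by the brightest target at the study's thresholds and 0 higher, with medians of −0.10, −0.27 and −0.09. By any target, 2, 4 and 5 were lower, and RPS6KA5 and MAX were higher. With an intensity trend and any target counted, also chosen after the values were seen, 7 genes of the p53 pathway, CDKN1A among them, and 6 direct p53 targets were called lower and 0 higher. In the same count, 2, 6 and 5 genes of the MAPK lists were lower, and MAP2K3, MAPK14, NRAS and MAX were higher. Under the labels of the series value table, these directions turn as well. At the study's thresholds there were 632 targets with 565 distinct gene names, against the paper's 622, which the paper calls genes, and 371 lower targets against the paper's 369 rows. These pairs are within the factor of 1.5.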

Other observations

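The tests of the MDM2 row were chosen only after the result was seen. The comparison of the splits of the arrays was set before.

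Of the other lists, none was past camera's threshold, and by the brightest target no gene of the BCL2 family and caspases (45 genes, median log2 fold change 0.04, adjusted p = 0.691 from camera), of G1/S and DNA replication (45, −0.09, 0.992), of G2/M and mitosis (48 genes), of DNA damage repair (59, −0.14, 0.691) or of cholesterol biosynthesis (25, −0.18, 0.691) passed the study's thresholds. This also held for metallothioneins (9 genes, 0.04, adjusted p = 0.641 from camera), replication-dependent histones (49, −0.01, 0.691), cytosolic ribosomal proteins (75, −0.04, 0.776), the mitochondrial respiratory chain (70, 0.04, 0.317), fibroblast and endothelial markers (11, −0.03, 0.691) and alveolar and lung epithelial markers (17, −0.13, 0.945). By any target of a gene, a count chosen after the values were seen, BBC3 (BCL2 family), CDT1 and LIG1 (replication), LIG1 and RAD51B (repair), MT1X (metallothioneins), H2AC6 and H3C4 (histones) and LAMP3 (alveolar markers) were lower and CASP2 higher. Of 48 mesenchymal and invasion genes, by the brightest target, 2 were higher and 2 lower, with a median of −0.14 (adjusted p = 0.484 from camera). Of 34 NRF2 target genes, ABCC2 was higher, with a median of −0.11 (0.691), and of 18 leukocyte markers TYROBP was higher, with a median of −0.07 (0.945). Camera ranked the NRF2, histone, ribosomal and fibroblast lists on the higher side although their medians were negative. The respiratory chain list was called higher without irradiated replicate 2, with a median of 0.16 (adjusted p = 0.0096 from camera), and its adjusted p over the alternatives ran from 0.0096 to 0.951.

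Of the genes whose proteins the paper measures or names elsewhere, ATM, H2AX, BAX, BCL2, EGFR and ACTB had log2 fold changes from −0.66 to 1.01 over 17 targets, with a lowest adjusted p of 0.309 from limma. The 6 targets of CDKN2A were all lower, from −1.04 to −0.38, and 2 of them passed the study's thresholds. The brightest of the 6, BC021998, did not pass (−0.38, adjusted p = 0.450 from limma). Whether these targets measure CDKN2A transcripts alone was not tested. Without the genes shared with the HIF-1, ATF4 and unfolded protein lists, the median was −0.19 for 42 direct p53 targets (unadjusted p = 0.238 from camera) and −0.06 for 68 genes of the p53 pathway (0.691).

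With 2 arrays against 2 there are 3 splits of the arrays, which is too few for a share under 0.05. The real split gave 632 targets at the study's thresholds by the methods' test and the highest of the other splits 137, so that 1 of 3 splits gave as many.

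For the MDM2 row of the paper's table, a pair of explanations was tested. If the row held the values of another target, a deposited target would have them, and 0 targets of the deposited table have its 4 array values, which excludes this. An exchange of the group labels turns the sign of a fold and leaves its size, and the size of the deposited log2 fold change was 0.08 (0.0768), so an exchange does not give the row's fold. This follows from a value that was already known. No explanation for the row was found.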
